A study of Homo sapiens with 14 samples.

How the data were processed

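RNA was measured by sequencing in A375 cells, an established human melanoma line, before and after repeated passage over transwell membranes. A transwell is an insert with a porous floor, and cells that crawl through its pores can be collected apart from those that stay above. Per the labels, the migrated (Bottom) and non-migrated (Top) cells of each round were recovered and regrown, and the sorting was repeated. Top5 and Bottom5 went through 10 rounds on 5 µm pores, Top20-5 and Bottom20-5 through 20 rounds on 5 µm pores, and Top12 and Bottom12 through 10 rounds on 12 µm pores. Control cells were not sorted. Each of the 7 groups had 2 libraries, numbered 1 and 2 in the sample titles. Per the labels' protocols, RNA came from column kits and libraries were made with rRNA depletion. The Control, Top5 and Bottom5 libraries were made in the authors' laboratory and sequenced at one facility, while the other 4 groups were prepared and sequenced at a commercial provider. Preparation site and group cannot be told apart in any comparison of those 4 groups with Control, whereas each Bottom against Top comparison lies within one site.

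The authors deposited 6 tables, one per sorted population, each with the signal of 26364 gene symbols in the 2 libraries of that population and the 2 Control libraries. The deposited signal is a read count divided by one factor per library, per the file headers and the values. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated per the labels. Low values in each column were whole multiples of one step, so the reads were recovered by dividing each column by its step. In all, 100% of the values came out whole, with a largest gap of 0.00012 reads, and the recovered Control reads were identical in the 6 tables. Spreadsheet conversion had turned 28 symbols into dates, 2 of them used for more than one row. These rows stayed in the fits as separate rows. The recovered totals ran from 4194401 to 69002469 reads per library. A count of 0 allows up to 3 reads, which is 0.715 CPM (counts relative to the library total, on the usual scale) in the shallowest library and 0.043 CPM in the deepest. These limits cover counting error only, since PCR copies are not independent molecules.

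The main test was limma (version 3.58.1, R 4.3.3) with lmFit and eBayes with a mean-variance trend, on log2(value + 1). Genes entered a fit with a value of at least 10 in at least 2 of its libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Fold changes are on the log2(value + 1) scale, which understates changes of low genes. Comparisons with Control used the 4 libraries of one table as deposited. Comparisons between tables (Bottom against Top, the mean over the 3 series, and the differences between series) used the recovered reads rescaled jointly by the median of ratios. The fit over the 3 series held a term for series. The difference between pore sizes was the contrast of Bottom5 minus Top5 against Bottom12 minus Top12, and the difference between rounds was that of Bottom20-5 minus Top20-5 against Bottom5 minus Top5. Genes whose group means differed at least 2-fold were counted without a test. Where all libraries of the lower group had 3 reads or fewer, the fold was computed against that floor and is given as a bound. Setting such genes to their bound changed the number of genes at least 2-fold apart from 3086 to 3073 in Bottom20-5 against Control and by less in the other comparisons.

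Correlations of fold changes were computed across genes, which are not independent replicates. For a pair of contrasts that share the Control libraries, 20 simulations drew all 3 groups from the Control means. They used the observed negative binomial dispersion and depths and independent libraries. They gave the correlation that arises from sharing the Control libraries alone. There were 5 gene lists, chosen before the data were examined. They covered the nuclear envelope, matrix, adhesion and migration, melanocytic markers, markers of an invasive melanoma state, and interferon response. They were tested with camera at a preset correlation of 0.01 in 4 comparisons, adjusted over the 20 tests, with fry as the alternative. Also before the data were examined, a rule fixed the genes to be named. It took the 3 largest rises and 3 largest falls of each Bottom against Top comparison, and the 2 largest rises and falls of Top5 and Bottom5 against Control. Those genes had to be called, with a mean value of at least 50 in the higher group and no overlap between the libraries of the groups. From each list it took the 3 genes with the smallest p over the 3 series. Other genes named were chosen after their values were seen, and the text says so. Chromosomes come from matching symbols to GENCODE release 29, which matched 24505 rows (92.9%). Since the build behind the deposited values is not stated, no positions are given.

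Alternatives set before the data were examined were a pseudocount of 5, no filter, a filter at 50, TMM scaling, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, the replicate number as a block, one fit of all 14 libraries, fry, and the removal of each library in turn. Removing each library from the fit over the 3 series or from the fold bounds, and the block for single genes, were chosen after seeing the data.

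Whether the replicate numbers pair libraries was checked on the difference between replicate 1 and replicate 2 over 12586 genes. This difference correlated between Top and Bottom at r = 0.60 for 5 µm and 10 rounds, 0.56 for 20 rounds and 0.72 for 12 µm, so in each of the 6 Top and Bottom pairs the libraries with one number deviated together. The labels do not say what the numbers share. The block was read as a possible pairing within each series, and its value is printed where it moved a reported count of calls by over 1.5 times. Between Control and the other groups the correlations lay between -0.09 and 0.09, so there the groups share only a number. A blocked fit of 2 against 2 libraries has 1 residual degree of freedom and leans on the spread shared across genes (prior degrees of freedom 12.6, 6.82 and 8.67 in the Bottom against Top fits of the 5 µm 10-round, 20-round and 12 µm series). No replicates agreed within sampling noise: the chi-square per degree of freedom between the replicates of a group was at least 50.4.

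The fits were tested on simulated reads with 200 genes changed 4-fold at the observed means, depths and spread. One simulation was run first, and 4 more were added after its result was seen. The values below are means over the 5, the first included, except for the false calls of limma without the block at 12 µm. For 5 µm and 10 rounds limma recovered 82.2% of the changed genes among 14618 tested, with 10.1% false calls (16.1% in the first simulation). For 20 rounds it recovered 76.6% of them among 15381, with 8.05% false calls. At 12 µm it recovered 19.2% among 14123, with 9.01% false calls. The first simulation made 0 calls there and recovered 0%, and the highest recovered 38.5%. The share of false calls leaves out the first simulation, which had no call to count. The fit over the 3 series recovered 89.7% among 15541, with 3.56% false calls. That simulation gave each gene the same spread in all 3 series and drew the libraries independently. The wider spread at 12 µm and the deviations shared by same-numbered libraries were not simulated, so 3.56% may not hold for the real fit. False calls in the 2 against 2 fits thus exceeded the nominal 5%. With the block and the smaller spread it leaves, the recovered shares were 93.6%, 92.4% and 89.7%, with 6.11%, 12.3% and 11.9% false calls. DESeq2 gave 21.1%, 22.2% and 22.8% false calls in the same 3 comparisons. For camera, a list of 30 genes raised 1.5-fold was recovered, and 3 of 99 unchanged lists passed an unadjusted p of 0.05. No correlation between the genes of a list was simulated, whereas genes of the real lists may vary together. The check therefore cannot show that camera's preset correlation is high enough for the real lists. A shift of -0.4 put on chromosome 13 was found as -0.42 over 264 genes.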

Results

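The transcriptomes of A375 melanoma cells were compared between an unsorted Control and 6 populations obtained by repeated transwell sorting. Bottom populations had crossed the pores in every round and Top populations had not. Sorting ran for 10 rounds on 5 µm pores (Top5, Bottom5), 20 rounds on 5 µm pores (Top20-5, Bottom20-5) or 10 rounds on 12 µm pores (Top12, Bottom12). There were 2 libraries per group and 14 in all. Depth as recovered from the deposited values was 10466031 and 14218896 reads for Control, 33195624 and 23130634 for Top5, and 24790490 and 23203166 for Bottom5. It was 25156958 and 65682752 reads for Top20-5, 69002469 and 34162915 for Bottom20-5, 27543712 and 29577133 for Top12, and 24651667 and 4194401 for Bottom12. Values are normalized read counts, given as mean ± SD with n = 2 unless stated otherwise, and adjusted p-values are from limma with Benjamini-Hochberg adjustment.

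Over 12586 genes with a mean normalized value of at least 50, the first principal component held 42.3% of the variance and the second 26.2%. Replicates lay close together in Control and in the 5 µm groups and apart in the 12 µm groups. The SD over genes of the log2 difference between replicates was 0.39 in Control, 0.40 in Top5, 0.54 in Bottom5, 0.50 in Top20-5 and 0.55 in Bottom20-5, against 0.89 in Top12 and 0.74 in Bottom12.

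**Figure D1:**
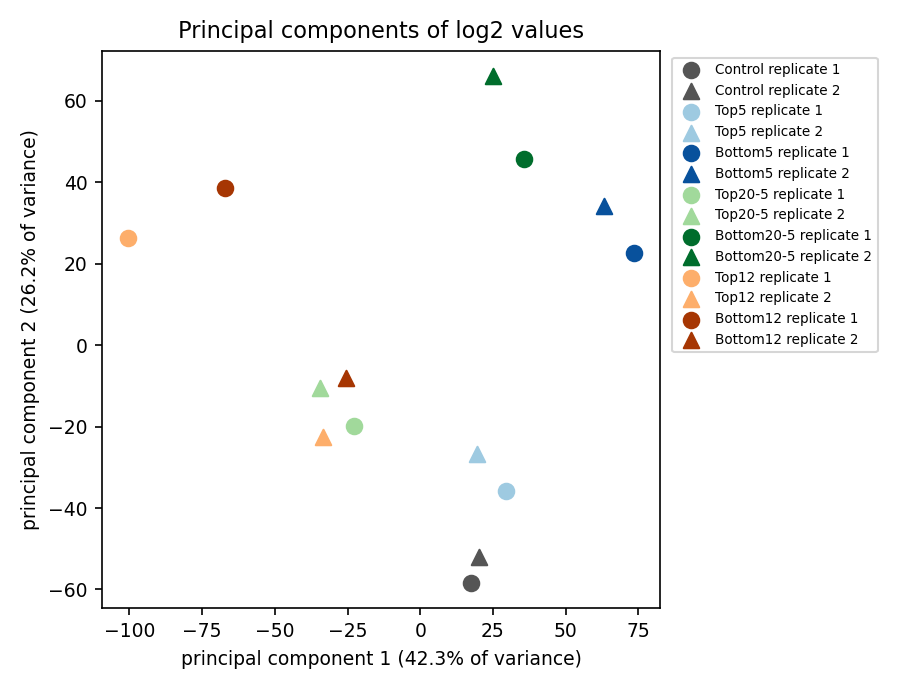
Principal components 1 and 2 of log2 normalized values over 12586 genes, one point per library, with circles for replicate 1 and triangles for replicate 2; the axes are component scores without a unit. Top12 replicate 1 lies at -100.6 and Top12 replicate 2 at -33.6 on component 1, while the Control libraries lie at 17.6 and 20.2.

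The first comparison asked how each sorted population differed from unsorted cells. Top5 and Bottom5 shared their preparation site with Control. In Top5, 150 of 14278 genes were called, 2 higher and 148 lower, and 592 genes differed at least 2-fold. In Bottom5, 1501 of 14429 genes were called, 685 higher and 816 lower, and 2109 genes differed at least 2-fold. The alternative that moved the Top5 count most was DESeq2, with 242 genes called, and leaving out Top5 replicate 1 raised the number of genes at least 2-fold apart to 1083. In Control replicate 1 the 10 genes with the most reads took 10.08% of all reads. They took 5.6% to 5.73% in the other libraries from that site. An artefact in the Control libraries was not excluded as a source of genes called lower in Top5 and Bottom5. In the 4 populations prepared at the other site, where site and sorting cannot be told apart and no batch term can be fitted, 1379 genes were called in Top20-5 (285 higher), 3167 in Bottom20-5 (1309 higher), 29 in Top12 (0 higher) and 606 in Bottom12 (186 higher). Genes at least 2-fold apart from Control numbered 1698, 3086, 3432 and 3034 in the same order. The low count in Top12 came with 3333 genes at an unadjusted p under 0.05, and its number of genes at least 2-fold apart fell to 2076 without Top12 replicate 1 and rose to 5654 without Top12 replicate 2. Without Top20-5 replicate 1, the number of genes at least 2-fold apart in Top20-5 was 2588.

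**Figure D2:**
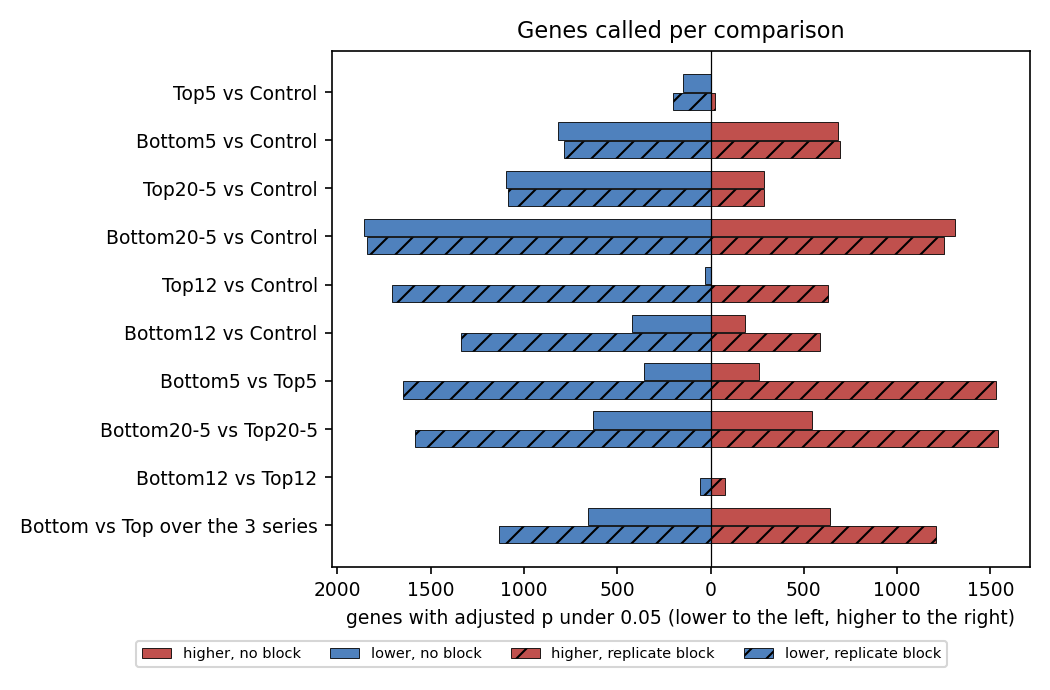
Genes with an adjusted p under 0.05 in each comparison, as bars to the left for lower and to the right for higher genes, without (plain) and with (hatched) the replicate number as a block; Control shares only the numbers with the other groups. Bottom5 against Top5 had 616 calls without the block and 3177 with it, and Bottom12 against Top12 had 0 and 132.

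The largest rises in Bottom5 against Control were in MPP7 on chromosome 10, from 13 ± 1.51 to 1350 ± 362 (log2 fold change 6.57, SE 0.28, adjusted p = 0.000128), and KRT81 on chromosome 12, from 104 ± 21 to 8470 ± 2900 (log2 fold change 6.30, SE 0.27, adjusted p = 0.000128). KRT81 has closely similar keratin paralogs among which reads could have been split. In Top5 the 2 genes called higher were MIR663B on chromosome 2 (log2 fold change 2.20, SE 0.27, adjusted p = 0.00537) and HLA-H on chromosome 6 (log2 fold change 1.45, SE 0.24, adjusted p = 0.0276). MIR663B lies within ANKRD30BL and HLA-H is a pseudogene that resembles expressed HLA genes, so the origin of their reads is uncertain. HLA-H was not called by edgeR (adjusted p = 0.0525).

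The largest falls in Top5 and Bottom5 were in genes with at most 2 reads there. NPAP1 on chromosome 15 had 33000 ± 4080 in Control and was at least 16800-fold lower in Top5 (adjusted p = 2.09e-07) and at least 15000-fold lower in Bottom5 (adjusted p = 2e-05). ADAMTS8 on chromosome 11 was at least 18000-fold lower in Top5 (adjusted p = 0.000117), and TSPAN7 on the X chromosome at least 62200-fold lower in Bottom5 (adjusted p = 0.000355). The Control libraries themselves disagreed on the latter genes, with 64000 and 6380 for ADAMTS8 and 225000 and 31100 for TSPAN7. Without Control replicate 1 the bounds were 3260-fold and 15100-fold, and without Control replicate 2 they were 32700-fold and 109000-fold. In the 8 libraries from the other site, NPAP1 had from 1 to 52 reads, ADAMTS8 from 157 to 1203 and TSPAN7 from 39 to 1591. An artefact in the Control libraries was not excluded for these falls.

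Fold changes against Control of the Top and Bottom populations of one series share their Control libraries. Across genes they correlated at r = 0.712 for 5 µm and 10 rounds, where simulated unchanged groups gave 0.563 ± 0.016 (SD of 20 simulations). For 20 rounds r was 0.576, and unchanged groups gave 0.602 ± 0.008. For 12 µm r was 0.885, and unchanged groups gave 0.488 ± 0.009. Without Top12 replicate 1 the observed r was 0.731. The simulated libraries were drawn independently, without the deviation that same-numbered Top and Bottom libraries shared (r = 0.72 at 12 µm). They also held no site difference from Control, which the 20-round and 12 µm groups have. Both can raise r without any effect of sorting, so an excess over the simulated value does not show a shared response to sorting.

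The main comparison asked which genes separate migrated from non-migrated cells of the same series. In Bottom5 against Top5, 616 of 14845 genes were called, 261 higher and 355 lower in Bottom5, and 1854 genes differed at least 2-fold. With the replicate pairs as a block the count was 3177, of which 1531 were higher, and all 616 genes remained called in the same direction. The block was the alternative that moved the count most. In Bottom20-5 against Top20-5, 1176 of 15597 genes were called, 544 higher and 632 lower, and 2374 genes differed at least 2-fold. The block gave 3124 calls and kept all 1176. In Bottom12 against Top12, 0 of 14368 genes were called, with 306 at an unadjusted p under 0.05. The block gave 132 calls, 76 of them higher, with 1514 genes at an unadjusted p under 0.05. At 12 µm, 805 genes differed at least 2-fold, and each fit with one library left out gave more. The number was 1764 without Top12 replicate 1, 1546 without Top12 replicate 2, 1697 without Bottom12 replicate 1 and 1094 without Bottom12 replicate 2. At the spread of the 12 µm libraries, limma without the block recovered 19.2% of simulated 4-fold changes, so most changes of that size were not detectable by this test. DESeq2 recovered 53.5% of them, with 22.8% false calls. With the block and the smaller spread it leaves, limma recovered 89.7%, with 11.9% false calls. Most simulated changes of that size were thus recovered in the blocked fit, but the simulated libraries held no deviation shared within pairs. The recovery in the real libraries may differ.

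SH3GL2 on chromosome 9 rose most in Bottom5, to 482 ± 4.49, and had at most 2 reads in Top5, a rise of at least 169-fold (adjusted p = 0.00984). PLCXD3 on chromosome 5 rose at least 43.9-fold (adjusted p = 0.0149) and PIK3C2G on chromosome 12 at least 34.1-fold (adjusted p = 0.0282). The largest falls in Bottom5 were SOX8 on chromosome 16, at least 75.7-fold lower (adjusted p = 0.0175), TFAP2B on chromosome 6, and TRIM51 on chromosome 11, at least 26.3-fold lower (adjusted p = 0.0149). TFAP2B fell from 9400 ± 2180 to 91.6 ± 3.81 (log2 fold change -6.65, SE 0.20, adjusted p = 0.00179). TRIM51 belongs to a family of near-identical copies, so its reads are uncertain. Some bounds rested on one library. Without Bottom5 replicate 2 the bound for PIK3C2G was 16.5-fold and without Bottom5 replicate 1 it was 51.7-fold. Without Top5 replicate 2 it was 38.8-fold for SOX8 and 16.3-fold for TRIM51.

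After 20 rounds SH3GL2 and TFAP2B were again among the largest changes. Values below were scaled apart from those at 10 rounds, so levels cannot be compared directly between the series. On a common scale for all 14 libraries SH3GL2 had 450 ± 7.23 in Bottom5 and 547 ± 92.7 in Bottom20-5. TFAP2B had 8710 ± 1970 in Top5 and 5250 ± 1570 in Top20-5 on that scale. SH3GL2 went from 2.94 ± 1.71 in Top20-5 to 1020 ± 177 in Bottom20-5 (log2 fold change 8.07, SE 0.45, adjusted p = 0.0019). TFAP2B went from 9860 ± 3010 to 13.6 ± 8.29 (log2 fold change -9.50, SE 0.46, adjusted p = 0.0019). PTPRD on chromosome 9 rose from 5.18 ± 7.33 to 1920 ± 187 (log2 fold change 9.15, SE 1.07, adjusted p = 0.00806), and MME on chromosome 3 from 11.2 ± 8.54 to 2180 ± 435 (log2 fold change 7.66, SE 0.55, adjusted p = 0.00267). Without Top20-5 replicate 1 the log2 fold change was 7.40 for PTPRD and 6.88 for MME, and without Top20-5 replicate 2 it was 10.91 and 8.44. TRIM51 was at least 122-fold lower (adjusted p = 0.00596) and ID4 on chromosome 6 at least 167-fold lower (adjusted p = 0.00296). Without Top20-5 replicate 2 these bounds were 52.6-fold and 87.9-fold, and without Top20-5 replicate 1 that for TRIM51 was 190-fold.

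Whether the same genes separated Bottom from Top in the 3 series was read from fold changes that share no library. The 10- and 20-round 5 µm series are not independent all the same, because their same-numbered libraries deviated together (r = 0.74 across genes for Top5 with Top20-5 and 0.74 for Bottom5 with Bottom20-5). Across 14751 genes, Bottom5 against Top5 and Bottom20-5 against Top20-5 correlated at r = 0.911 (Spearman's rho 0.807), and 80.5% of genes had the same direction. Of the 615 genes called at 10 rounds and tested in both, 615 had the same direction at 20 rounds and 534 were also called there. With the block, 2341 genes were called in both with the same direction. With 12 µm the correlation was 0.379 for the 10-round and 0.373 for the 20-round 5 µm series (rho 0.233 and 0.178). Without Bottom12 replicate 1 these were 0.203 and 0.204. Of 565 genes called in Bottom5 against Top5 and tested at 12 µm, 436 (77.2%) had the same direction, with a median log2 change of 0.46 in the called direction against 1.94 in Bottom5 against Top5. The reverse lookup needed the block. Of 125 genes called at 12 µm and tested in Bottom5 against Top5, 104 (83.2%) had the same direction, with a median of 1.51 there against 1.89 at 12 µm. In Bottom20-5 against Top20-5 it was 109 of 128 (85.2%), with a median of 2.02 there. No gene was called in the same direction in all 3 comparisons (0 genes, since 12 µm had 0 calls and 306 at an unadjusted p under 0.05), and with the block 87 genes were.

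**Figure D3:**
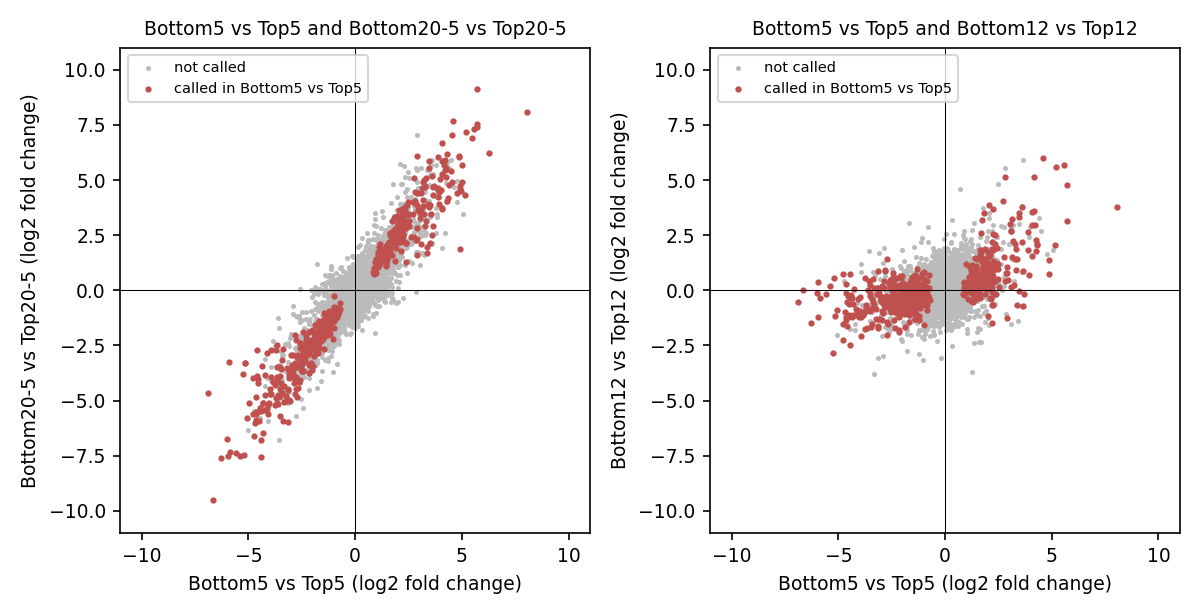
Log2 fold changes of Bottom against Top, one point per gene, with Bottom5 against Top5 on the x axis and Bottom20-5 against Top20-5 (left) or Bottom12 against Top12 (right) on the y axis; genes called in Bottom5 against Top5 are red. The left panel follows the diagonal (r = 0.911) and the right panel is flatter (r = 0.379).

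Over the 3 series together, with series as a term and the 12 libraries taken as independent, 1300 of 15835 genes were called, 642 higher and 658 lower in Bottom. The block gave 2344 calls, of which 1208 were higher, and 1250 of the 1300 genes remained called. Without Top20-5 replicate 1 the count was 678, and without Top12 replicate 2 it was 1936.

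Whether the Bottom against Top difference itself changed with pore size or rounds was tested directly. For pore size 3 of 15256 genes were called, and 788 had an unadjusted p under 0.05. The block gave 328 calls, 92 of them positive, and these included all 3 genes. For 20 against 10 rounds 0 of 15783 genes were called, with 208 at an unadjusted p under 0.05, and the block also gave 0 calls, with 626. Both fits for rounds take the 10- and 20-round series as independent, although their same-numbered libraries deviated together. Recovery was not simulated for this contrast, so its 0 calls do not show that the difference stayed the same. The 3 genes called for pore size were ANO4, TFAP2B and NFATC2, named after their values were seen except for TFAP2B. Each fell in Bottom5 and not in Bottom12. The difference of log2 fold changes was -6.30 for ANO4 (SE 0.47, adjusted p = 0.0166), -6.66 for TFAP2B (SE 0.57, adjusted p = 0.0237) and -4.31 for NFATC2 (SE 0.41, adjusted p = 0.0361). With no filter on low values, 0 genes were called and 1127 had an unadjusted p under 0.05.

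**Figure D4:**
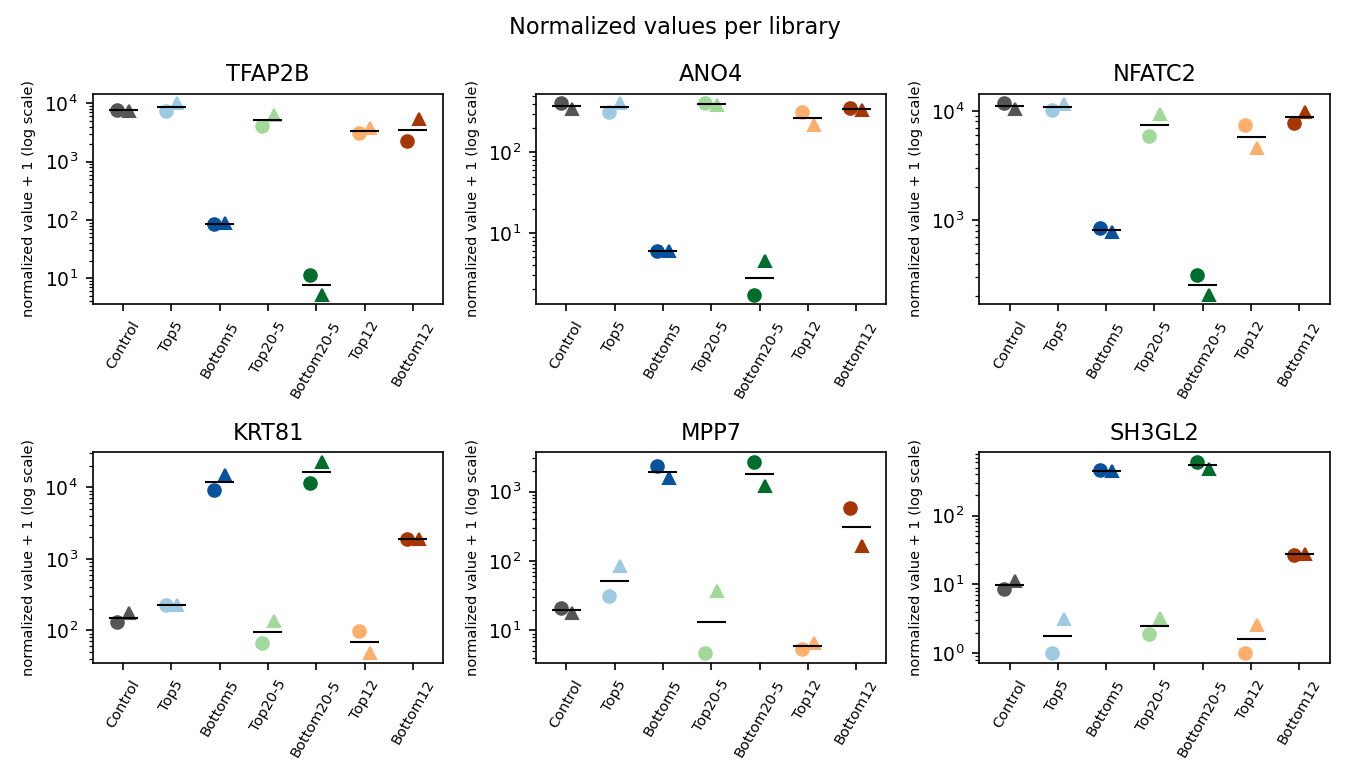
Normalized values plus 1 of 6 genes in the 14 libraries, scaled jointly, on a log axis. Circles mark replicate 1, triangles replicate 2 and lines the geometric mean of the pair. TFAP2B, ANO4 and NFATC2 are low in Bottom5 and Bottom20-5 and not in Bottom12; KRT81 has a mean of 1900 in Bottom12, between 71.4 in Top12 and 12200 in Bottom5.

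Among the 5 gene lists, the invasive melanoma list was higher in Bottom in all 4 tests by camera. Its median log2 change was 1.36 over 20 genes at 5 µm and 10 rounds (adjusted p = 2.87e-07), 1.78 at 20 rounds (adjusted p = 7.41e-08), 0.89 over 19 genes at 12 µm (adjusted p = 1.11e-05) and 1.54 over the 3 series (adjusted p = 6.42e-08). Under fry's directional test it held at 20 rounds (adjusted p = 0.0187) and over the 3 series (adjusted p = 0.0135), and no other camera call held. Over the 3 series, 10 of its 20 genes were called over all genes tested and 14 when adjusted over the list alone. The interferon list was higher at 5 µm and 10 rounds (median 0.39, camera adjusted p = 0.0238) and at 20 rounds (median 0.59, camera adjusted p = 0.0404) and was not called at 12 µm (median -0.16, camera adjusted p = 0.146) or over the 3 series (camera adjusted p = 0.215). The melanocytic list was lower at 12 µm (median -0.35, camera adjusted p = 0.0371) and not called over the 3 series (camera adjusted p = 0.257). The nuclear envelope list was not called over the 3 series (median 0.01, camera adjusted p = 0.811), nor was the list of matrix, adhesion and migration genes (median 0.01, camera adjusted p = 0.897). Camera's preset correlation was not tested on lists whose genes vary together, so its p-values may be too small. Camera looks for a shift of a list in one direction. By fry's mixed test, in which genes may move both ways, the matrix, adhesion and migration list was called over the 3 series (adjusted p = 4.15e-05). The nuclear envelope list was not (adjusted p = 0.565). With the block, however, fry's mixed test called the nuclear envelope list too (adjusted p = 0.0259). Over the 3 series, 5 interferon genes were called adjusted over the list alone and 3 over all genes tested. These counts were 8 and 6 for matrix, adhesion and migration genes, 1 and 1 for melanocytic genes, and 0 and 0 for nuclear envelope genes, of which 2 had an unadjusted p under 0.05. With the block they were 20 and 12 for matrix, adhesion and migration genes, 3 and 1 for melanocytic genes, and 0 and 1 for nuclear envelope genes, of which 7 had an unadjusted p under 0.05.

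By list, the genes with the smallest p over the 3 series (n = 6 libraries per arm) were NRG1, SOX9 and DKK1 in the invasive list. NRG1 had 335 ± 333 in Bottom and 16.8 ± 20.1 in Top (log2 fold change 4.27, SE 0.45, adjusted p = 0.000451), and all 6 pairs showed the rise. SOX9 (log2 fold change 3.80, adjusted p = 0.000754) and DKK1 (3.38, adjusted p = 0.00159) were also higher in 6 of 6 pairs. In the matrix, adhesion and migration list, SNAI2 was lower (log2 fold change -3.63, adjusted p = 0.000469), and L1CAM (2.80, adjusted p = 0.00629) and CAV1 (2.09, adjusted p = 0.00857) were higher, each in 6 of 6 pairs. In the interferon list, IFIH1 was higher in 6 of 6 pairs (0.73, adjusted p = 0.0284), while PARP9 was lower in 5 (-0.48, adjusted p = 0.033) and CMPK2 in 6 (-1.29, adjusted p = 0.0447). Among melanocytic genes, OCA2 was lower in 5 of 6 pairs (-2.56, adjusted p = 0.0403) but not called with the block (adjusted p = 0.0568), while TBC1D16 (-0.45, adjusted p = 0.122) passed with the block (adjusted p = 0.0195) and ST3GAL6 (-0.53, adjusted p = 0.177) did not. Among nuclear envelope genes, SUN1 (0.30, adjusted p = 0.155) passed with the block (adjusted p = 0.0252), while LMNA (0.51, adjusted p = 0.174) and TOR1A (-0.17, adjusted p = 0.386) passed in neither.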

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

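The tests on preparation site, depth, the spread of the 12 µm replicates and the splits that keep same-numbered 5 µm pairs together were chosen after the result was seen, whereas those on the remaining splits and on GC content and gene length were not. The difference between Bottom and Top changed with pore size in 3 genes, by a direct test of that difference without the replicate block: ANO4 (-6.30 on the log2 scale), TFAP2B (-6.66) and NFATC2 (-4.31). All 3 were low in Bottom5 and no lower in Bottom12 than in Top12. On one scale for all 14 libraries, ANO4 had 4.93 ± 0.0509 in Bottom5, 346 ± 13.2 in Bottom12 and 376 ± 46.8 in Control, each over 2 libraries. NFATC2 had 817 ± 50.9, 8790 ± 1390 and 11100 ± 1030. TFAP2B had 85.4 ± 2.97, 3800 ± 2210 and 7550 ± 213, and 3430 ± 550 in Top12. The number of genes called depended on the fit. No gene was called with no filter on low values, where 1127 had an unadjusted p under 0.05, and edgeR called 2. The replicate block gave 328 calls, and one fit of all 14 libraries gave 41. DESeq2 gave 40 positive and 115 negative calls.

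The 12 µm libraries were prepared at another site than Bottom5 and Top5. The 20-round 5 µm pair came from the same site as the 12 µm libraries, and there the genes called in Bottom5 against Top5 changed by a median of 2.38 in the called direction, which argues against site as the source. Low depth of a 12 µm library does not explain the 3 genes either, since none had fewer than 62 reads in any 12 µm library. Wide spread between the 12 µm replicates limits the test there. For the genes called in Bottom5 against Top5, the median at 12 µm in the called direction was below 1.94, the median at 5 µm, in each replicate pair. It was 0.62 in the replicate pair with the larger value and 0.28 in the other. Once the trend with GC content, transcript length and level was removed, the median of these genes at 12 µm was 0.47. Selection at 5 µm favours a larger value there. The 125 genes called at 12 µm with the block had a median of 1.89 there and 1.51 in Bottom5 against Top5. A smaller change at 12 µm was thus seen for genes selected at 5 µm and not for those selected at 12 µm. A dependence of the expression change on pore size is a hypothesis left open. Differences between independently sorted populations cannot be separated from it, because each pore size and number of rounds is represented by libraries with 2 numbers whose history is not stated.

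Bottom against Top over the 3 series was also set against other splits of the 12 libraries. Of 100 splits, drawn from 462 with the real one included, 1 gave as many as 1300 calls, which was the real split, and the largest count among the others was 603. Of the 32 splits that part all 6 pairs, 1 gave as many, again the real one, and the next largest, with 611 calls, exchanged Top and Bottom in replicate 2 of the 12 µm series alone. These splits take the 6 pairs as independent. With the same-numbered 10- and 20-round pairs, which deviated together, moved as one, there are 8 splits. The real one alone gave as many calls (1 of 8), and the smallest share such splits can give is 0.125, so they cannot exclude that the count arose by the grouping of libraries.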

How the results depend on the processing

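Leaving each library out of the fit over the 3 series or the fold bounds, and the block for single genes, were tests chosen after the results were seen. TMM scaling, a pseudocount of 5 and a filter at 50 moved no count of calls by over 1.5 times. Counts are given below where they moved by more than that. The cause was not tested unless stated.

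With DESeq2, whose false calls in the simulations exceeded 20%, the counts were 242 for Top5, 2316 for Top20-5, 1495 for Top12 and 2145 for Bottom12 against Control, and 1363, 1885 and 43 for Bottom against Top at 5 µm and 10 rounds, 20 rounds and 12 µm. DESeq2 also gave 2268 over the 3 series, for pore size 40 positive and 115 negative calls (1.6e+02 in all, rounded), and 7 for rounds. The edgeR test gave 16 for Top12 against Control. With no filter, which tests more genes near 0, the counts were 1562 for Bottom20-5, 15 for Top12 and 950 for Bottom12 against Control, and 0 for pore size. One fit of all 14 libraries, which shares one spread between groups of unequal spread, gave 5 higher and 102 lower for Top20-5 (1.1e+02 in all, rounded), 1710 for Bottom20-5, 2172 for Top12 and 1109 for Bottom12 against Control, 27 for Bottom12 against Top12 and 41 for pore size. Under it the share of higher genes fell by 16 points for Top20-5. For Top12 against Control, 0 of 29 calls were higher in the reported fit, against 416 of 1495 with DESeq2, 630 with the block and 752 with one fit of all libraries. For Top5 against Control, 37 of the 242 DESeq2 calls were higher.

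The replicate block, read as a possible pairing of Top with Bottom, gave 3177 calls at 5 µm and 10 rounds, 3124 at 20 rounds, 132 at 12 µm, 2344 over the 3 series, 328 for pore size and 0 for rounds. Among the single genes named, OCA2 lost and SUN1 and TBC1D16 gained a call under it, and no gene list changed its call by camera. By fry's directional test the block removed the call of the invasive list at 20 rounds (adjusted p = 0.118) and kept that over the 3 series (adjusted p = 0.0202). Against Control, where replicate numbers are shared without pairing, the block gave 225 calls for Top5, 1479 for Bottom5, 1373 for Top20-5, 3098 for Bottom20-5, 2338 for Top12 and 1926 for Bottom12.

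For the number of genes at least 2-fold apart, a filter at 50 tests fewer genes and gave 240 for Top5 and 1342 for Bottom5 against Control, 1178 for Bottom5 against Top5 and 362 for Bottom12 against Top12. Leaving out one library at a time, the counts ran from 536 to 1083 for Top5, from 1370 to 2588 for Top20-5 and from 2076 to 5654 for Top12 against Control, and from 1094 to 1764 for Bottom12 against Top12. Over the 3 series, calls ran from 678 to 1936 across the 12 fits that each left out one library, a check chosen after seeing the data. In these, each of the 8 fits without a 5 µm library had fewer calls than with all 12 libraries, and each of the 4 without a 12 µm library had more.

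The correlation of Bottom against Top between 10 and 20 rounds ran from 0.825 to 0.898 with one library left out, that between 5 µm and 12 µm at 10 rounds from 0.203 to 0.446, and that of Top12 and Bottom12 against Control from 0.731 to 0.902. Pseudocount and filter moved no correlation by more than the spread between replicates. By fry's directional test in place of camera, 0 lists were called at 5 µm and 10 rounds, 1 at 20 rounds and 0 at 12 µm. Its mixed test lets the genes of a list move both ways. At 5 µm and 10 rounds it called the matrix (adjusted p = 0.00313), invasive (adjusted p = 0.014) and interferon (adjusted p = 0.000942) lists. At 20 rounds it called every list but the nuclear envelope (adjusted p = 0.824). At 12 µm it called no list (lowest adjusted p = 0.104, invasive list). With the block, the mixed test added the nuclear envelope and melanocytic lists over the 3 series (adjusted p = 0.0259 for each). It also added the melanocytic list at 5 µm and 10 rounds (adjusted p = 0.0492) and dropped that list at 20 rounds (adjusted p = 0.125).

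The genes named by the rule kept their direction with a pseudocount of 5, TMM scaling, edgeR and the block, and those with the largest changes also with one library left out. The other alternatives were not run for single genes. HLA-H in Top5 fell short under edgeR, and OCA2 under edgeR (adjusted p = 0.0808) and with a pseudocount of 5 (adjusted p = 0.0724). With one library left out, 12 values moved by more than the replicate error (of PTPRD, MME, NPAP1, ADAMTS8 and TSPAN7) and 68 did not. Depth limits the 12 µm series most, where one library had 4194401 reads.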

Other observations

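The tests in this part were chosen after the pattern was seen, except those on short non-coding RNA and on simple repeats, and several limits between outcomes were set only with the values in view.

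Genes on chromosome 13 were lower as a block in the migrated 5 µm populations. Their median log2 change was -0.44 in Bottom5 against Top5 and -0.51 in Bottom20-5 against Top20-5 over 224 genes, while the medians of the 22 other chromosomes lay between -0.06 and 0.05 in these comparisons. At 12 µm the chromosome 13 median was -0.09, next to -0.08 on chromosome 4. All 7 consecutive windows of 30 genes were lower in both 5 µm comparisons, from -0.58 to -0.31 at 10 rounds and from -0.77 to -0.42 at 20 rounds. Against Control, the median was -0.54 in Bottom5 and -0.05 in Top5, and -0.41 in Bottom20-5 and 0.17 in Top20-5. Several explanations were set aside by the values. Removing the trend with GC content, length and level left a median of -0.36 in the comparison nearer 0. The pair prepared at the other site shows -0.51. A few strongly changed genes cannot account for it, since at least 83.0% of the genes were lower, and 0 of 10000 random lists of matched expression reached as low a median. A lower copy number of chromosome 13 in these populations is a candidate explanation. It would move all genes alike, and the interquartile range was 1.24 times that of other chromosomes with an SD of 0.13 over redrawn genes, so it was not separable from the limit written for the test. The ratio itself was just within that limit and was first read in favour of this explanation; the SD was computed afterwards, and the question is left open. No DNA measurement was used here.

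Libraries with the same number resembled each other across populations. The replicate difference correlated across 12586 genes at r = 0.74 between Top5 and Top20-5 and at 0.74 between Bottom5 and Bottom20-5, although these were prepared at different sites. Between a Top and a Bottom population of different rounds it was at least 0.53, which argues against a preparation or sequencing run as the source, and after removal of the GC, length and level trend the lower of the same-position values was 0.74. Same-position correlations exceeded those between Top and Bottom of different rounds by 0.16 (SD 0.013 over redrawn chromosomes). Top and Bottom of the same rounds correlated at 0.60 (10 rounds) and 0.56 (20 rounds). Common descent of same-numbered populations would give such an excess, so the 20-round cells may come from the 10-round cells of the same number. The labels do not state this. Histone genes of the replication-dependent class (56 genes) were higher in replicate 1, by a median log2 difference of 0.55 in Top5, 1.24 in Bottom5, 0.53 in Top20-5 and 0.68 in Bottom20-5, but not in Control (-0.14), Top12 (-0.61) or Bottom12 (0.01). Across pore sizes the replicate differences of Top5, Bottom5, Top20-5 and Bottom20-5 correlated with that of Top12 at -0.41, -0.29, -0.43 and -0.33, and with that of Bottom12 at 0.00, -0.01, 0.03 and -0.05.

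The 12 µm replicates differed more than any others, and in the same genes in Top12 and Bottom12 (r = 0.72). Depth does not account for this, because the Top12 libraries had 27543712 and 29577133 reads and still an SD of 0.89. The trend with GC content, length and level held 36.6% of the variance in Top12 and 44.2% in Bottom12. After its removal the correlation was 0.55, so the trend is not the whole source of the shared deviation. The SD left in Bottom12 was 0.55, close to 0.54 in Bottom20-5 and 0.52 in Bottom5. In Top12 it was 0.71, still above every other group. The excess spread thus outlasted the trend in Top12 and hardly in Bottom12. Small nucleolar and Cajal body RNAs (34 genes) were higher in replicate 1 by a median of 1.72 in Top12 and 0.95 in Bottom12, which is consistent with a higher share of short non-coding RNA in those libraries, from RNA recovery or preparation. The same RNAs also differed between replicates of groups with less spread, by 1.10 in Bottom5 and -1.02 in Bottom20-5, so this share alone does not set the 12 µm libraries apart. No biological explanation was tested, and the numbers have no stated meaning.

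Top20-5 and Bottom20-5 differ from Top5 and Bottom5 in site as well as in rounds. The change from Top5 to Top20-5 correlated across genes with that from Bottom5 to Bottom12 at r = 0.73, and the change from Bottom5 to Bottom20-5 with that from Top5 to Top12 at r = 0.76, without a shared library. The 12 µm populations had 10 rounds, which argues against further rounds as the whole source and is consistent with preparation site. The change from Top5 to Top20-5 correlated with that from Bottom5 to Bottom20-5 at r = 0.87, higher than either value above. An added effect of rounds or of pore size within these changes was not separated from preparation site.

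A set of 54 genes had a mean of at least 50 in Control and at most 3 reads in each Top5 and Bottom5 library. They took 7090 and 3450 CPM in the Control libraries and at most 0.843 in Top5 and Bottom5, and 50 of them had over 3 reads in a library from the other site, where they took from 71.6 to 444 CPM. The highest of these values was in Bottom12 replicate 2, the shallowest library. Control libraries disagreed on these genes by a median log2 difference of 2.77, which is 14.05 times that of genes of the same level, and replicate 1 was higher for 41 of them. By the criterion written for the test, such disagreement counts against expression lost during sorting. It is left open here all the same, a decision made after the value was seen, because separate Control cultures could differ and their history is not stated. Contamination or a preparation artefact in the Control libraries was not excluded either, and would change the meaning of the falls against Control. Simple repeats of at least 15 bases were in 36.5% of these genes and in 23.1% of genes of similar length (Fisher's exact test, two-sided, p = 0.0539), which does not separate the sets. The larger share was first read in favour of repeats, and Fisher's test was added afterwards. NPAP1, one of the largest falls against Control, is among these genes.

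Genes that came on in Bottom5 were part-way up in Bottom12. Over 108 genes called at least 4-fold higher in Bottom5, 93 were higher in Bottom12 than in Top12, with a median rise of 8.11% of that in Bottom5. Genes lower in Bottom5 moved less at 12 µm, with a median of -0.35 (-0.55 and -0.09 in the replicate pairs), against 0.73 (0.78 and 0.67) for genes higher in Bottom5. A fixed share of Bottom5-like cells in Bottom12 would give one ratio for all genes. The interquartile range of the log2 ratio was 3.14 times that between Bottom20-5 and Bottom5, and 3 subsets tried afterwards gave 1.85 (3 genes whose Top5 and Top12 level was under 2% of that in Bottom5), 3.10 (36 genes under 10%) and 2.27 (29 genes with a value of at least 1000). These comparisons were first read against such a share, but they leave out the replicate noise of Bottom12. Against that noise combined with the spread of Bottom20-5 to Bottom5, the ratio was 1.61 (SD 0.35 over redrawn genes), with a limit of 1.5. This test was added last, and it leaves a share of Bottom5-like cells open. A minor share of changed cells with a profile of their own would lower the falling genes by about -0.12, with 0.2 allowed on either side. The median of -0.35 missed that criterion and was first read against the explanation. After the replicate pairs were seen to lie on both sides of the limit, the reading was changed to undecided.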
